A study of Mus musculus with 6 samples. Its data were reported in "Integrated analysis of an in vivo model of intra-nasal exposure to instilled air pollutants reveals cell-type specific responses in the placenta" (2022).

How the data were processed

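Single cells of mouse placenta were measured with droplet-based 3′ RNA sequencing. The labels list 6 samples, 1 each for 2 treatments (air pollution and control) in 3 layers (decidua, junctional zone and labyrinth), each pooled from several animals by the study. Per the labels, the authors processed the reads with Cell Ranger and Seurat against the mm10 genome. The deposited matrix holds counts, whole-number UMI counts per gene and cell, without normalization per cell. According to the methods of the study the libraries were aggregated, and this step subsamples reads to a like depth, so UMI totals per cell are not the full sequencing depth. The thresholds of quality control are not given in the sources used here. In the matrix, no cell had fewer than 200 detected genes and no gene was detected in fewer than 3 cells. The median mitochondrial share was 5.60%, and 34.9% of cells (7667) were at or above 10%. All 21980 cells and 20009 genes were used.

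Cell names ended in a number from 1 to 6. No label, header or method used here says which number is which sample, so the matrix was treated as 1 pooled sample. The comparisons of air pollution with control, the comparisons between layers, and their edgeR tests were planned and were not run for this reason. No paired analysis was possible because the cells could not be assigned to samples. Values of the numbered libraries are given singly or as a range and median, with no test.

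Counts were scaled to 10000 per cell and log-transformed, 2000 variable genes were chosen, scaled with a cap of 10 and reduced to 30 principal components. A graph of 15 nearest neighbours was weighted by shared neighbours (Jaccard index, weights under 1/15 removed) and partitioned by the Leiden method at resolution 1 with seed 0. The tools were Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scanpy 1.11.5, scikit-learn 1.9.0, leidenalg 0.10.2, igraph 0.11.9 and matplotlib 3.10.9. No batch correction was applied.

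Clusters were named from marker lists fixed before the data were examined. Of these 22 lists, that of proliferating cells, a state, was left out of the naming. Some of the markers are also among those the study printed for its own clusters. The rule for using the lists was set afterwards. A marker counted for a cluster if its CPM was at least 4-fold that of the other cells, with 1 CPM added to each, and it had at least 20 UMIs in the cluster. A class name needed at least 3 such markers, more than any other class, and no other class with more markers among the 10 leading genes of the cluster, which were ranked by fold with 10 CPM added. Names are written as "-like", since they rest on markers alone, and a difference from the classes of the study may come from this renaming. The return of class names was checked on simulated data with 4200 cells drawn from the profiles of the 28 named clusters. The same rule had already named these clusters, and simulated cells of a cluster differed only in depth and by random sampling. The simulation could therefore not show whether the names are right. The same class was returned for 96.2% of simulated cells, none for 3.64% and another class for 0.167%. The lowest share of a class was 49.3%, for glycogen trophoblast.

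UMIs were summed per class, cluster or library and divided by all UMIs of the same cells to give CPM. Shares of cells were given exact 95% Clopper-Pearson intervals and CPM exact 95% Poisson intervals. Folds between clusters were given exact intervals from the binomial split of the UMIs. A share of 0 is given with the limit that 3 counts set. Total UMIs per library ranged from 9795529 to 32027718. Fetal origin was read from UMIs of Ddx3y, Eif2s3y, Uty and Kdm5d per class, beside B- and T-like cells as the maternal reference. The plan also named uNK-like cells for this reference, and they are given apart. They held no Y-linked UMI, so including them would lower the reference.

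The 23 gene lists were fixed before the data were examined, and 366 of the 367 genes in the lists of genes and markers were in the matrix. The rule for named genes was, where cells cannot be mapped to samples, to report each list over all cells and to name the 2 to 4 members with most UMIs. Cyp1a1, the genes that lead clusters and the genes used to describe the cluster pairs were chosen after the values were seen. Gene coordinates are from GENCODE vM21 on GRCm38. Near-identical copies within the globin, prolactin, pregnancy-specific glycoprotein and granzyme families share reads, so the split between their members is less certain than their sum.

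Doublets were kept. Scrublet was run per library and marked 4 of 21980 cells (0.0182%), which is too few for it to have worked, so the 5% of cells with the highest score in each library were also removed as an alternative. Free RNA was not corrected. As a test of it, chosen after seeing the data, the Y-linked UMIs of monocyte-, macrophage- and dendritic-like cells were spread over these cells within each library by 1000 multinomial draws, and the cells reached were counted. Alternatives planned and run were shares outside the erythroid-like class, Leiden resolution 2, cells with at least 500 genes and under 10% mitochondrial UMIs, globins left out of the variable genes, scrublet calls removed, a minimum of 2 Y-linked UMIs, and thinning of each cell to 1000 UMIs with shallower cells left out. The alternatives added after seeing the data were the removal of the top 5% of doublet scores, the cell filter applied to Y-linked shares, a clustering without Y-linked genes and Xist among the variable genes, and the leaving out of each numbered library, given where it moved a value by over 1.5 times. Filters on cells kept the cluster assignments of the full set.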

Results

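The study profiled single cells of the mouse placenta at gestational day 19, near term. Pregnant mice had received either a suspension of urban particulate matter (air pollution) at 15 µg/µl, from 2 months before gestation until gestational day 18, or a control treatment. Each placenta was separated into 3 layers: the decidua, which is the maternal side, the junctional zone, and the labyrinth, where maternal and fetal blood exchange. The labels describe 6 samples, 1 for each combination of the 2 treatments and 3 layers, so no group had a replicate. The deposited matrix held 21980 cells and 20009 genes, with 116336594 unique molecular identifiers (UMIs) in total. A library number from 1 to 6 stood in each cell name, and no source used here paired the numbers with samples. No comparison of air pollution with control and no comparison between layers was therefore made, and the libraries are reported as unmapped. Libraries 1 to 6 held 6222, 6370, 1857, 2183, 2767 and 2581 cells. Their total UMIs were, in the same order, 31364653, 32027718, 13264762, 9795529, 15021413 and 14862519. The median cell had 1976.5 UMIs and 518.5 detected genes, and the library medians ranged from 1283 to 2626.5 UMIs. All intervals below are 95% intervals, exact binomial (Clopper-Pearson) for shares and exact Poisson for counts per 1e6 UMIs (CPM), and they cover counting error only.

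Uterine, immune and placental cell types were all present in the pooled tissue. Leukocyte-like cells made up 26.0% of the 21980 cells (25.4 to 26.6%), trophoblast-like cells 17.9% (17.4 to 18.4%) and uterine epithelium-like cells 14.6% (14.2 to 15.1%). Decidual stromal-like cells, the hormone-responsive maternal cells that line the implantation site, made up 9.34% (8.96 to 9.73%). Erythroid-like cells made up 9.10% (8.73 to 9.49%), although red cells had been lysed before loading. Stromal fibroblast-like cells made up 4.47% (4.20 to 4.75%) and endothelial-like cells 4.04% (3.78 to 4.30%).

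Trophoblast-like cells comprised 1598 spongiotrophoblast-like cells, 1279 glycogen trophoblast-like cells, 630 trophoblast giant cell-like cells and 425 syncytiotrophoblast-like cells. Spongiotrophoblast and glycogen cells form the junctional zone, and syncytiotrophoblast is part of the labyrinth. Among leukocytes, macrophage-like cells numbered 1356, granulocyte-like cells 1042, dendritic-like cells 892, monocyte-like cells 834, B-like cells 602, uterine natural killer (uNK)-like cells 596 and T-like cells 396. Megakaryocyte-like cells numbered 258, and yolk sac endoderm-like cells, which express serum proteins such as alpha-fetoprotein, numbered 199. These 18 classes covered 28 of 33 clusters. The other 5 clusters, with 2734 cells or 12.4% of the total, met no single class and are given by number. Cluster 1, with 1567 cells, was led by Ugp2, Rbp4 and Cyp11a1, cluster 19, with 520 cells, by Itm2a, Acta2 and Tagln, and cluster 23, with 346 cells, by Gkn2 and Gkn1. Cluster 28, with 185 cells, was led by the mast cell proteases Cma1, Mcpt4 and Cpa3 together with globins, and cluster 30, with 116 cells, by Krt14, Upk3b and Krt5.

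Class shares ranged widely between the unmapped libraries. The trophoblast-like share ranged from 2.42 to 44.6% with a median of 30.2%, and the leukocyte-like share from 15.3 to 34.2% with a median of 23.5%. Uterine epithelium-like cells ranged from 0.366 to 27.3% with a median of 0.927%, and stromal fibroblast-like cells from 0.0723 to 9.96% with a median of 0.158%. Of the 596 uNK-like cells, 544 came from library 2, so that cluster rests mostly on 1 library, and without library 2 the uNK-like share was 0.333%. Without library 2 the uterine epithelium-like share was 9.46% and that of cluster 1 was 2.15%, and without library 1 the stromal fibroblast-like share was 2.30% and the macrophage-like share 3.96%. The syncytiotrophoblast-like share was 1.93%, and 1.21% without library 4. Without library 2 cluster 28 made up 0.301% of cells in place of 0.842%, and without library 1 cluster 30 made up 0.228% in place of 0.528%. Shares also depended on which cells were kept. With at least 500 detected genes and under 10% mitochondrial UMIs required, 8864 cells remained, the leukocyte-like share was 48.1%, the trophoblast-like share 9.14% and the erythroid-like share 0.169%.

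**Figure D1:**
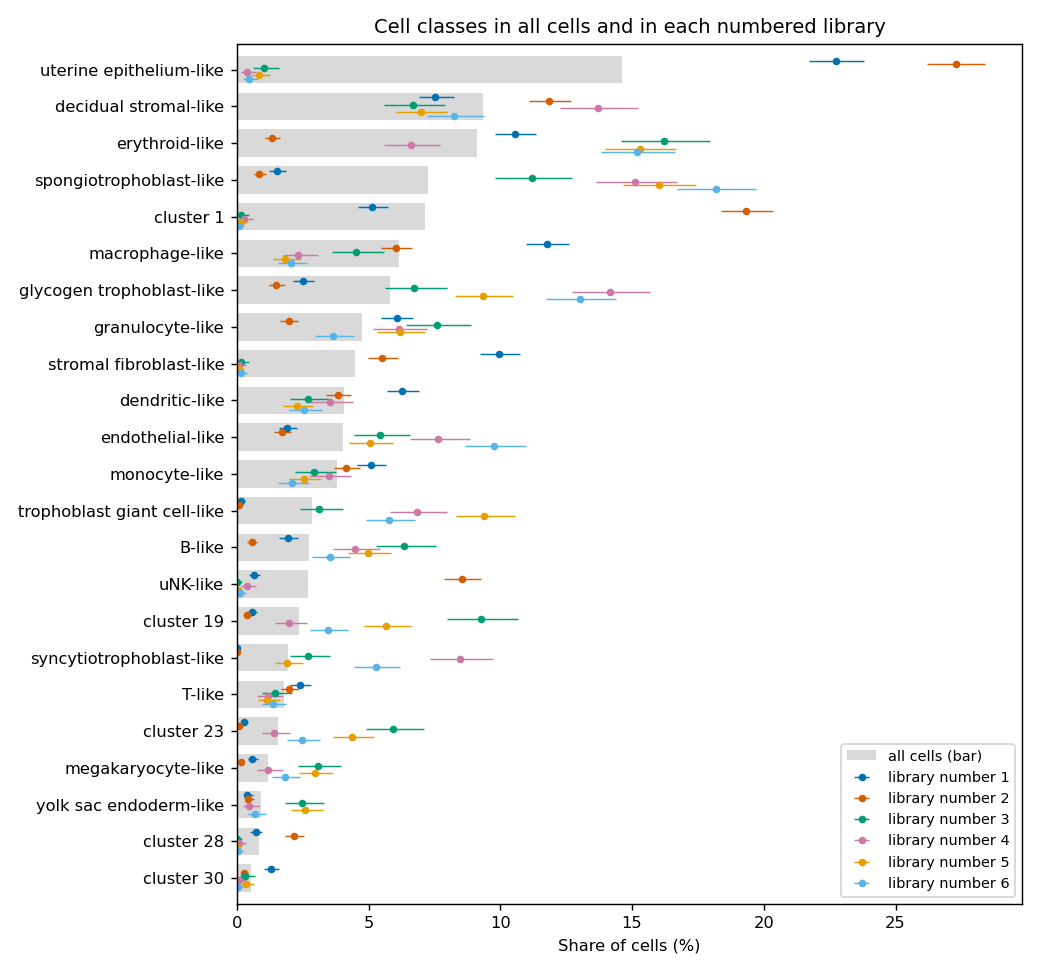
Share of all 21980 cells in each named class and unnamed cluster (bars, percent on the horizontal axis), with each of the 6 unmapped libraries as a point. Uterine epithelium-like cells form the largest class at 14.6% of all cells, and their share per library ranges from 0.366 to 27.3%.

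The next question was which cells were fetal and which maternal. A mother carries no Y chromosome, so transcripts of Y-linked genes come from male fetuses. The Y-linked genes used were Ddx3y (chromosome Y, 1260771 to 1286629, minus strand), Eif2s3y (Y, 1010543 to 1028847, plus strand), Uty (Y, 1096861 to 1245759, minus strand) and Kdm5d (Y, 897788 to 956786, plus strand), all protein coding, with coordinates on GRCm38. They gave 918, 545, 197 and 146 UMIs. At least 1 of these UMIs was seen in 677 cells, or 3.08% of all cells.

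Y-linked transcripts were seen in each trophoblast class, in a set of vessel cells and in yolk sac endoderm-like cells. They were also seen in the unnamed clusters 19, 23 and 30 and in the granulocyte-like cluster 32. Cluster 32, with 27 cells, had the highest level, at 144.6 CPM (82.7 to 235), with 12 of its 16 Y-linked UMIs in library 3. Y-linked transcripts were found in 288 of 3932 trophoblast-like cells, or 7.32% (6.53 to 8.18%), at 36.2 CPM (33.5 to 39.0) and a median depth of 922 UMIs. Among trophoblast classes the level was 23.7 CPM (20.2 to 27.6) in spongiotrophoblast-like cells, 34.7 CPM (29.7 to 40.3) in giant cell-like cells, 49.1 CPM (43.5 to 55.1) in glycogen trophoblast-like cells and 59.6 CPM (44.4 to 78.4) in syncytiotrophoblast-like cells. Cluster 19 reached 24.0% of cells (20.4 to 27.9%) and 81.3 CPM (74.1 to 89.0), and cluster 23 reached 13.9% (10.4 to 18.0%) and 80.9 CPM (69.5 to 93.5). Yolk sac endoderm-like cells showed them in 6.53% of cells (3.52 to 10.9%) and cluster 30 in 6.03% (2.46 to 12.0%), or 19.4% without library 1. Erythroid-like cells had a share of 1.20% (0.770 to 1.78%) and a level of 2.01 CPM, within the interval of the maternal reference given next. Adult globins were at 897031 CPM in these cells, which lowers the CPM of all other genes. The 2.01 CPM can therefore not be compared with that reference, and no origin was read from it. The Y-linked UMIs of erythroid-like cells numbered 1, 0, 7, 3, 4 and 10 in libraries 1 to 6.

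In contrast, no Y-linked UMI was seen in several classes of uterine and blood cells. There were none in 3215 uterine epithelium-like cells, which allows a share of up to 0.0933% of cells with such a UMI at a median depth of 1291 UMIs. None were seen in 983 stromal fibroblast-like cells (up to 0.305%), whose median depth was 11347 UMIs. The same held for 596 uNK-like cells (up to 0.503%) and 258 megakaryocyte-like cells (up to 1.16%). The megakaryocyte-like cells had a median of 973.5 UMIs and 268687 CPM of adult globins, and their limit was 5.08 CPM. That limit is above the upper bound of 4.04 CPM of the reference given next, so no origin was read from these cells. B- and T-like cells, taken as the maternal reference, had a Y-linked UMI in 4 of 998 cells, or 0.401% (0.109 to 1.02%), at 1.58 CPM (0.430 to 4.04) and a median of 2151 UMIs. Without library 5 this reference was 0.121% and 0.481 CPM. Decidual stromal-like cells, at 0.292% (0.107 to 0.635%) and at 0.161% without library 5, were not above this background. Monocyte-, macrophage- and dendritic-like cells together had a Y-linked UMI in 56 of 3082 cells or 1.82% (1.38 to 2.35%), at 5.98 CPM (4.90 to 7.23) and a median of 4819 UMIs, and were at 3.04% and 9.42 CPM without library 1. Within libraries they were compared with cluster 7, the main granulocyte-like cluster. Their level was the higher in library 3, at 16.4 against 4.12 CPM, in library 4, at 12.9 against 4.31 CPM, and in library 5, at 29.6 (21.1 to 40.3) against 2.59 CPM (0.0656 to 14.4). It was the lower in library 1, at 1.08 against 4.98 CPM, and in library 6, at 11.3 against 24.2 CPM, and neither had a Y-linked UMI in library 2. The intervals overlapped in each library except library 5. B- and T-like cells were lower in each of these 5 libraries, at 0 CPM in libraries 1, 4 and 6, 2.98 CPM in library 3 and 6.59 CPM in library 5, and also had none in library 2. Their values rest on 4 UMIs in all. Their intervals overlapped those of monocyte-, macrophage- and dendritic-like cells in each library except library 5.

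Shares of cells depend on depth, so each cell was also thinned to 1000 UMIs. At that depth the share was 2.96% (2.23 to 3.84%) in trophoblast-like cells, 5.57% in cluster 17, 7.53% in cluster 19 and 7.25% in cluster 23, against 0.107% in B- and T-like cells. It was 0.400% (0.200 to 0.714%) in monocyte-, macrophage- and dendritic-like cells, an interval that overlapped that of B- and T-like cells (0.00270 to 0.593%), so the difference was not detectable at this depth. This left out 2105 of the 3932 trophoblast-like cells and 61 of the 998 B- and T-like cells, which were shallower.

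**Figure D2:**
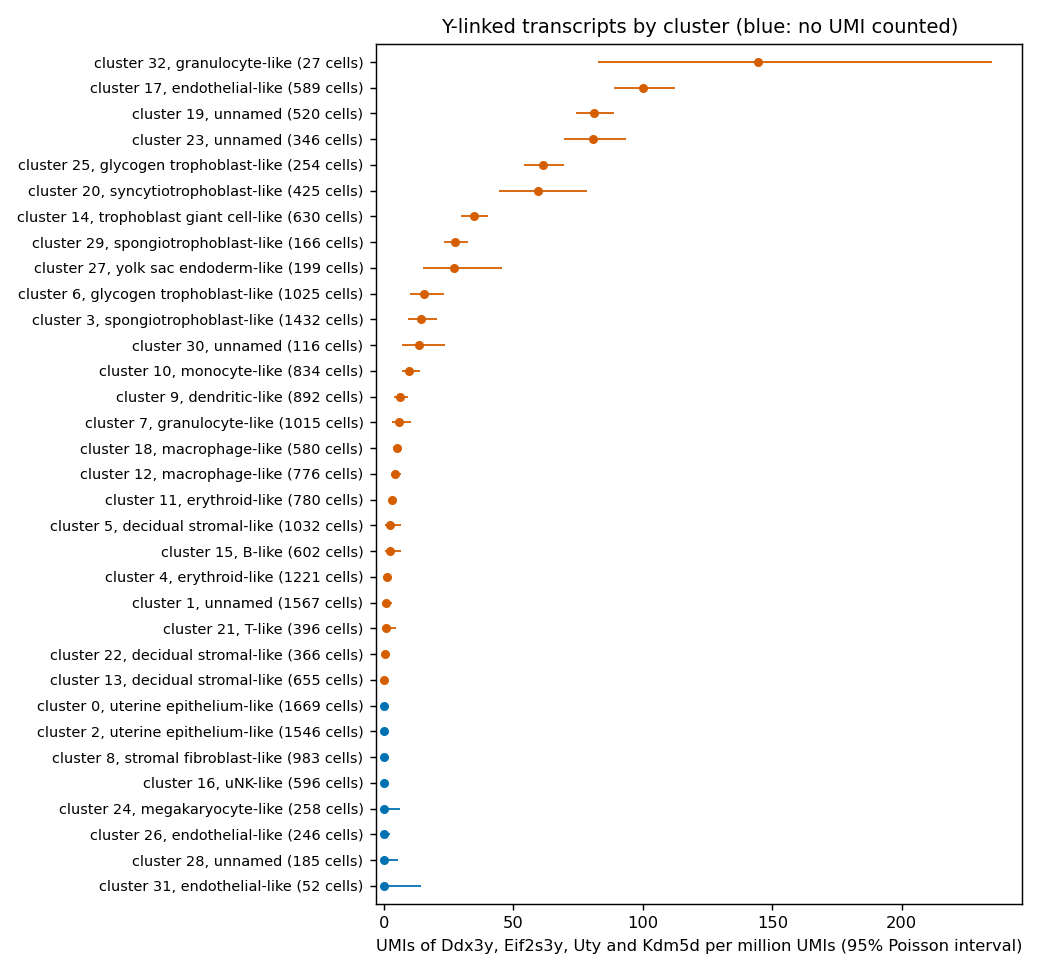
Level of the 4 Y-linked genes in each cluster (UMIs per 1e6 UMIs on the horizontal axis), with exact 95% Poisson intervals. Cluster 32, with 27 granulocyte-like cells, is highest at 144.6 CPM, and clusters 17 and 19 are at 100.1 and 81.3 CPM. They and the trophoblast-like clusters lie above the B-like cluster 15 at 2.24 CPM and the T-like cluster 21 at 0.834 CPM. The uterine epithelium-like clusters 0 and 2 are at 0.

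Vessel cells fell into Y-bearing and Y-free clusters, and these differed in imprinted genes. Cluster 17, with 589 endothelial-like cells, had a Y-linked UMI in 84 cells or 14.3% (11.5 to 17.3%), and cluster 26, with 246 endothelial-like cells, in none (up to 1.22%). Imprinted placental genes, which are expressed from 1 parental copy and many of which act on fetal growth, reached 40519 CPM in cluster 17 and 1192 CPM in cluster 26, a 34.0-fold difference (32.5 to 35.6). Library 5 held many of the imprinted UMIs of cluster 26, and without it the fold was 60.3. Within libraries the fold ranged from 8.47 in library 5 to 71.5 in library 6, far more than the counting interval. Without Dlk1 and Plagl1, which lead clusters 17 and 19, the fold was 33.6 (31.9 to 35.3), and 56.9 without library 5. Cdkn1c, an inhibitor of the cell cycle, was 117-fold higher in cluster 17 (102 to 136) and 179-fold without library 5. The noncoding RNA H19 was 31.0-fold higher (27.9 to 34.6) and 99.2-fold without library 5. The noncoding RNA Meg3 was 35.3-fold higher (31.9 to 39.1) and Peg3 37.4-fold (28.6 to 49.8), or 79.0-fold and 69.2-fold without library 3. The vessel genes Cdh5 and Flt1 differed far less, with folds of 0.908 (0.861 to 0.958) and 1.14 (1.07 to 1.22). Metallothioneins were 3.15-fold higher in cluster 17 (2.91 to 3.41), whereas inflammatory cytokine genes, at 629 against 2093 CPM, and hypoxia genes, at 845 against 2137 CPM, were lower there. Within libraries 3 to 6 the metallothionein fold was 10.9, 1.19, 1.77 and 6.61. The cytokine fold was 0.877, 0.229, 0.270 and 0.395, and the hypoxia fold 0.372, 0.312, 0.271 and 0.406. Transcripts of other cell types differed in both directions. Adult globins were 5.40-fold higher in cluster 17, prolactin family genes 2.63-fold and pregnancy-specific glycoprotein genes 2.12-fold, the last 3.76-fold without library 6. In library 6 alone both hormone families were lower in cluster 17, with folds of 0.634 and 0.234. Cytotoxic granule genes had a fold of 0.0294, from 28 against 496 UMIs, and of 0.171 without library 2, and Col1a1 had a fold of 0.0740, and of 0.193 without library 5. Each was the higher in cluster 17 in 1 of the 4 libraries compared. Dissociation stress genes had a fold of 0.501, and NRF2 and oxidative stress genes had a fold of 0.394. The median cell had 976 UMIs and 11.9% mitochondrial UMIs in cluster 17, against 2805 UMIs and 6.15% in cluster 26.

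Cluster 17 had no cells in libraries 1 and 2, whereas cluster 26 had 85 and 90 of its 246 cells there. The pooled folds between these clusters thus also compare different libraries. In each of the 4 libraries that held both clusters, the imprinted genes were higher in cluster 17, at 39004 to 45088 CPM, than in cluster 26, at 556 to 4603 CPM. Clusters 26 and 17 were paired after their values had been seen.

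A similar contrast was seen between the unnamed cluster 19, which expressed matrix genes, and the Y-free stromal fibroblast-like cells of cluster 8. Imprinted placental genes reached 16646 CPM in cluster 19 and 860 CPM in cluster 8, a 19.4-fold difference (18.97 to 19.8), while extracellular matrix genes were at 43328 and 50899 CPM. H19 had 27891 UMIs in cluster 19 and 32 in cluster 8, and Cdkn1c was 56.6-fold higher in cluster 19 (52.5 to 61.1), or 88.3-fold without library 1. Within library 1 the Cdkn1c fold was 35.0 and within library 2 it was 1.73, both below the pooled interval. Angiogenesis and vessel genes were 5.09-fold higher in cluster 19, with 2459 of their 3567 UMIs from Flt1, against 34 of 1435 in cluster 8. Cdh5, also of this list, had a fold of 0.228, or 0.468 without library 3, and was lower in cluster 19 in both libraries compared. Hypoxia genes were 3.07-fold higher in cluster 19 and mitochondrially encoded genes 1.85-fold. Cytotoxic granule genes had a pooled fold of 0.0589, or 0.212 without library 2, but were higher in cluster 19 in both libraries compared. The pooled fold thus gives no direction for them within a library. The median cell had 1796 UMIs and 8.54% mitochondrial UMIs in cluster 19, against 11347 UMIs and 2.66% in cluster 8. Libraries 1 and 2 held 620 and 352 of the 983 cells of cluster 8, but 35 and 24 of the 520 cells of cluster 19. The pooled folds thus also compare different libraries. The 2 libraries with at least 10 cells of both clusters differed. In library 1 the imprinted genes were at 11912 CPM in cluster 19 and 965 CPM in cluster 8. In library 2, where cluster 19 had 24 cells and no Y-linked UMI, they were at 512 and 678 CPM. Cluster 19 is thus not uniform over the libraries, and this pair too was chosen after its values had been seen.

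The gene lists below were fixed before the data were examined. Each is described by its level in the 18 classes and 5 unnamed clusters. The clusters were built from the same counts, so these are descriptions and no test was made. Members named are those with most UMIs unless stated.

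Responses to pollutants were of interest because the particles carry polycyclic aromatic hydrocarbons and metals. Of 8 aryl hydrocarbon receptor targets, 7 were in the matrix, with 81.9 CPM over all cells. The highest level was in granulocyte-like cells at 601 CPM (567 to 636), which ranked first in all 6 libraries. Almost all of it was Tiparp, an ADP-ribosyltransferase that restrains the receptor (chromosome 3, 65528410 to 65555518), with 9105 of the 9526 UMIs of the list. Cyp1b1 (chromosome 17, 79701537 to 79715061), which oxidises aromatic hydrocarbons, had 197 UMIs and was highest in stromal fibroblast-like cells at 14.4 CPM (12.3 to 16.7). Cyp1a1 (chromosome 9, 57687928 to 57703824), the classical target, had 26 UMIs in all, of which 25 were in endothelial-like cells at 5.33 CPM (3.45 to 7.86). Without library 6, which held 15 of the 26, this level was 3.11 CPM. Cyp1a1 was singled out after its values had been seen.

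Genes of the NRF2 and oxidative stress list were highest in phagocytes. All 12 were in the matrix, at 2045 CPM over all cells, with 4964 CPM in monocyte-like cells (4890 to 5039) and 4739 CPM in macrophage-like cells. Monocyte-like cells ranked first in only 1 of 6 libraries. Hmox1, which degrades heme, was at 1190 CPM in monocyte-like cells (1154 to 1227), first in 2 of 6 libraries. The antioxidant enzyme gene Prdx1 was highest in macrophage-like cells at 1809 CPM (1784 to 1834), and Gpx1 in erythroid-like cells at 2335 CPM (2308 to 2362). The metal-binding metallothioneins were highest in decidual stromal-like cells at 6248 CPM (6213 to 6282), followed by cluster 19 at 5886 CPM and cluster 30 at 5728 CPM. Decidual stromal-like cells ranked first in 3 of 6 libraries, and their level ranged from 3237 to 16441 CPM between libraries. Without library 1 cluster 30 was at 11162 CPM. Within the decidual stroma, cluster 22 reached 11559 CPM. Mt1 was highest in decidual stromal-like cells at 5146 CPM and Mt2 in cluster 19 at 2193 CPM, first in 4 and 3 of 6 libraries.

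Inflammatory genes were concentrated in granulocyte-like cells. The 15 inflammatory cytokine genes reached 42987 CPM there (42699 to 43277), against 6805 CPM in macrophage-like and 6516 CPM in monocyte-like cells, and this class ranked first in all 6 libraries. Cxcl2, which attracts neutrophils, was at 19331 CPM, and Nfkbia, an inhibitor of NF-κB, at 2864 CPM. Ccl2, which attracts monocytes, was highest in cluster 19 at 1155 CPM (1128 to 1183), or 581 CPM without library 3, and ranked first there in none of the 6 libraries. Il1b and Acod1, members of this list, are among the leading genes of the main granulocyte-like cluster. The 9 genes of the M1 macrophage list, which shares Il1b, Tnf, Il6 and Cxcl10 with the cytokine list, were also highest in granulocyte-like cells at 10003 CPM (9864 to 10143). Il1b alone was at 9500 CPM there, so this level was mostly that of Il1b. Of the other members, Tnf and Cd80 were also highest in granulocyte-like cells. Nos2, Il6, Cd86, Il12b, Cxcl9 and Cxcl10 were highest in other classes or clusters.

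Interferon response genes were highest in monocyte-like cells at 9946 CPM (9841 to 10052), then in macrophage-like cells at 8674 CPM and dendritic-like cells at 6236 CPM. Monocyte-like cells ranked first in 5 of 6 libraries. The antiviral membrane protein gene Ifitm3 was at 5090 CPM in monocyte-like cells (5015 to 5166), Ifi27l2a at 3705 CPM in macrophage-like cells (3669 to 3741) and 2211 CPM without library 1 (first in 1 of 6 libraries), Bst2, which tethers virions, at 1067 CPM in macrophage-like cells, and Isg15 at 1313 CPM in granulocyte-like cells (1263 to 1364).

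Macrophage-like cells formed a pair of clusters with different programs. The M2 list was higher in cluster 12 than in cluster 18, at 7707 and 1603 CPM, a 4.81-fold difference (4.70 to 4.91), and Retnla, a secreted product of alternatively activated macrophages, was 29.1-fold higher (26.9 to 31.5), or 54.5-fold without library 2. Mrc1 and Folr2 lead cluster 12 and Arg1, also of this list, leads cluster 18, at 840 against 5.23 CPM. Interferon genes were 2.32-fold higher in cluster 12 (2.29 to 2.36). Cluster 18 was higher in the NRF2 and oxidative stress list, at 6072 against 3077 CPM, in hypoxia genes, at 2714 against 506 CPM, and in inflammatory cytokine genes, at 8975 against 4099 CPM. The cytokine fold of cluster 12 over cluster 18 was 0.457, and 0.696 without library 1. Hmox1 was at 1580 CPM in cluster 18 and 628 CPM in cluster 12. Adult globins were 2.44-fold higher in cluster 12, dissociation stress genes 1.43-fold and mitochondrially encoded genes 1.34-fold. Cytotoxic granule genes were 3.76-fold higher there, or 9.15-fold without library 1, but higher in only 1 of the 2 libraries compared. The interferon, M2, NRF2, hypoxia and cytokine differences had the same direction in both of the 2 libraries with at least 10 cells of each cluster.

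Lymphoid and antigen-presenting programs followed the class markers, with which they overlap. Cytotoxic granule genes, of which 6 of 9 were also markers, had 95.9% of their UMIs in uNK-like cells, with the granzyme genes Gzmf at 123825 CPM, Gzmg at 98367 CPM and Gzmd at 80582 CPM. MHC class II genes, which present antigen and of which 5 of 7 were also markers, were at 29825 CPM in dendritic-like cells, which ranked first in 4 of 6 libraries, and 20045 CPM in B-like cells. Cd74, the invariant chain, was at 12572 CPM in dendritic-like cells, first in 3 of 6 libraries.

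Hypoxia and vessel genes were spread over stroma, immune cells and trophoblast. The 12 hypoxia genes were highest in decidual stromal-like cells at 2509 CPM (2487 to 2531), which ranked first in 2 of 6 libraries, and in its cluster 22 at 3905 CPM (3863 to 3948). The glycolytic genes Ldha and Pgk1 were highest in macrophage-like cells, at 711 and 367 CPM, Hilpda, a regulator of lipid droplets, in granulocyte-like cells at 605 CPM, and the glucose transporter gene Slc2a1 in syncytiotrophoblast-like cells at 964 CPM (899 to 1032). The 13 angiogenesis and vessel genes, 4 of them markers, were highest in endothelial-like cells at 5495 CPM (5428 to 5562). Spongiotrophoblast-like cells followed at 3453 CPM, nearly all of it from Flt1 at 3342 CPM (3300 to 3386). Flt1 encodes a VEGF receptor that also has a secreted, antagonist form, and the counts did not separate the forms. Glycogen trophoblast-like cells had 1943 CPM of Flt1 and endothelial-like cells 929 CPM. Extracellular matrix genes, 8 of 13 of them markers, were highest in stromal fibroblast-like cells at 50899 CPM (50769 to 51028). Sparc was highest there at 12992 CPM, while Col1a1 was highest in cluster 19 at 12014 CPM, although cluster 8 was the higher in both of the 2 libraries with at least 10 cells of both.

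Placental hormone genes separated the trophoblast classes. The prolactin family, with 17 of 21 members also markers, was at 92987 CPM in spongiotrophoblast-like cells, 61496 CPM in giant cell-like cells and 22324 CPM in glycogen trophoblast-like cells. Prl3b1, which encodes placental lactogen, was highest in giant cell-like cells at 35040 CPM (34876 to 35205), Prl8a9 in spongiotrophoblast-like cells at 30052 CPM (29923 to 30181), and the decidual prolactin gene Prl8a2 in decidual stromal-like cells at 5428 CPM (5396 to 5461). Pregnancy-specific glycoprotein genes, 3 of 12 of them markers, had 93.9% of their UMIs in spongiotrophoblast-like cells, and 79.4% in cluster 29 alone, which had 166 cells. Psg16 was at 21443 CPM and Psg21 at 20061 CPM in this class. Nutrient transporter genes were highest in syncytiotrophoblast-like cells at 5244 CPM (5092 to 5400), which ranked first in the 4 libraries with at least 20 such cells. The amino acid transporter gene Slc38a2 was at 607 CPM there (555 to 661) but first in only 1 of these 4, whereas Slc38a4 was highest in spongiotrophoblast-like cells at 1135 CPM (1110 to 1161). Imprinted placental genes as a list were at 2906 CPM over all cells and highest in endothelial-like cells at 25580 CPM (25435 to 25725), which ranked first in 4 of 6 libraries and ranged from 193 to 37726 CPM between libraries. Peg3 was highest in syncytiotrophoblast-like cells at 3498 CPM (3374 to 3626).

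Adult globins were at 897031 CPM in erythroid-like cells, 799504 CPM in cluster 28 and 268687 CPM in megakaryocyte-like cells, and made up 12.8% of all UMIs, ranging from 4.15 to 26.8% between libraries. Embryonic globins, normally made by the primitive red cells of the early embryo, had 1820 UMIs, or 15.6 CPM, and were highest in cluster 1 at 151 CPM (136 to 168). Of the 355 UMIs in the 1567 cells of cluster 1, 308 lay in 3 cells, without which the level was 20.01 CPM, and without library 2 it was 10.9 CPM. Hba-x is among the leading genes of that cluster.

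Proliferation genes were highest in T-like cells at 779 CPM (730 to 830), which ranked first in 3 of 6 libraries and ranged from 271 to 1364 CPM between them. Rrm2, a subunit of ribonucleotide reductase, was highest in cluster 1 at 382 CPM (358 to 408), but at 32.7 CPM there without library 2, and Ube2c, which acts in mitotic exit, in erythroid-like cells at 272 CPM (263 to 281). Immediate early and heat shock genes, which tissue dissociation induces, were highest in granulocyte-like cells at 15981 CPM (15805 to 16158), first in 5 of 6 libraries, with Junb at 6145 CPM there and Hspa1a at 4559 CPM in B-like cells. Apoptosis genes were at 1305 CPM in monocyte-like cells (1267 to 1344), which ranked first in 1 of 6 libraries, and 1289 CPM in granulocyte-like cells, with Cdkn1a at 607 CPM in granulocyte-like cells, first in 3 of 6 libraries. Ribosomal protein genes were highest in B-like cells at 305337 CPM, first in 3 of 6 libraries, and mitochondrially encoded genes in syncytiotrophoblast-like cells at 303534 CPM, first in 3 of the 4 libraries with at least 20 such cells, where a median of 40.0% of a cell's UMIs was mitochondrial.

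**Figure D3:**
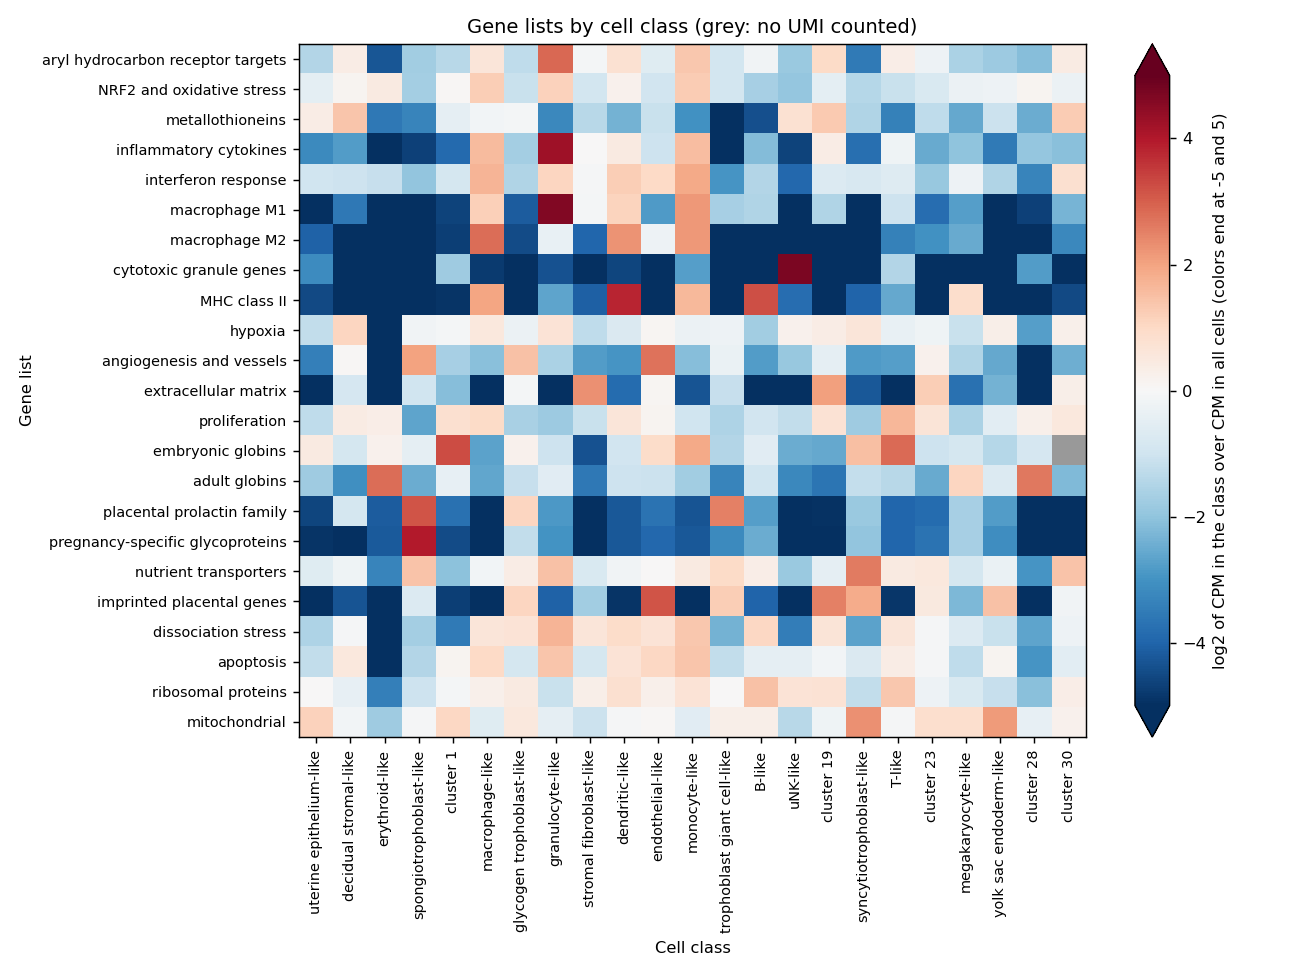
Level of each fixed gene list in each class and unnamed cluster, from UMI counts summed over the cells of the class. Inflammatory cytokine genes peak in granulocyte-like cells at 42987 CPM, and nutrient transporter genes in syncytiotrophoblast-like cells at 5244 CPM.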

Values the study reported

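The study reported 40,739 cells in all, with 9007 from control decidua and 8654 from decidua after air pollution exposure. It gave 4410 control and 5665 exposed cells for the junctional zone, and 5978 control and 7025 exposed cells for the labyrinth. It described 25 clusters and gave cell type names to 24 of them. It also stated that animals were pooled into single samples for the single-cell analysis. By its account, the differences in cell type composition found there therefore carried no statistical significance. From bulk RNA sequencing and flow cytometry, which had replicates, the study did report significant differences for some cell types.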

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

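The removal of the top 5% of doublet scores, the cell filter for Y-linked shares and the clustering without Y-linked genes and Xist were chosen only after the results were seen, as was the leaving out of each numbered library. Uterine epithelium-like cells had no Y-linked UMI in the clustering without Y-linked genes and Xist either. For clusters 8, 26 and 31 that clustering gave no value, and the other alternatives could not have raised a count of 0. With the cell filter (at least 500 genes and under 10% mitochondrial UMIs) the endothelial-like share stayed within its interval, and the other shares were: uterine epithelium 8.15%, decidual stroma 10.8%, stromal fibroblasts 9.14%, trophoblast 9.14%, leukocytes 48.1%, erythroid 0.169% and other cells 10.3%. Outside the erythroid-like class the denominator is smaller and shares were higher by construction: 16.1% for uterine epithelium, 10.3% decidual stroma, 4.92% stromal fibroblasts, 19.7% trophoblast, 28.6% leukocytes, 4.44% endothelium and 16.0% other cells. Leiden resolution 2 gave 43 clusters, with 5.14% stromal fibroblasts, 16.1% trophoblast and 15.4% other cells, and 95.7% of cells kept their broad class. Leaving globins out of the variable genes gave 36 clusters, with 17.1% trophoblast, 10.5% erythroid and 13.9% other cells. Without the top 5% of doublet scores the endothelial-like share was 3.67%, and the other 18 results stayed within their intervals, as did all 19 with scrublet calls removed, which took out only 4 cells. Apart from the smaller denominator, the cause of these shifts was not tested.

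Shares of cells with a Y-linked UMI moved with depth. With at least 2 such UMIs required they were 0.0487% in decidual stroma, 3.51% in trophoblast, 0% in B- and T-like cells, 0.616% in monocyte-, macrophage- and dendritic-like cells, 7.30% in cluster 17, 16.0% in cluster 19 and 7.51% in cluster 23. Thinned to 1000 UMIs they were 0% in decidual stroma, 2.96% in trophoblast, 0.107% in B- and T-like cells, 0.400% in monocyte-, macrophage- and dendritic-like cells, 5.57% in cluster 17, 7.53% in cluster 19 and 7.25% in cluster 23. With the cell filter, which keeps deeper cells, they were 23.5% in trophoblast, 31.5% in cluster 17, 45.5% in cluster 19 and 21.7% in cluster 23. Clustering without Y-linked genes and Xist left all 5 shares that it covers within their intervals. For the treatment and layer comparisons, other normalizations, count filters, a fit without the treatment block and the leaving out of libraries were not run, because library numbers are not paired with samples. The number of cells limits the origin call of cluster 31, where 0 of 52 cells allows a share of up to 5.77%.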

Other observations

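The tests weighed below were chosen only after the result was seen, except the test of a few cells as the source of embryonic globins and the test of what was left without them.

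Granulocyte-like cells formed a pair of clusters that differed in Y-linked transcripts. Cluster 32, led by genes of maturing granulocytes such as Ngp and Camp, had a Y-linked UMI in 12 of 27 cells, or 44.4% (25.5 to 64.7%), at 144.6 CPM (82.7 to 235) and a median of 3150 UMIs. Library 3 held 12 of its 16 Y-linked UMIs, and without it the share was 21.4% and the level 62.3 CPM. Cluster 7, with 1015 cells led by S100a9 and S100a8, had one in 8 cells, or 0.788% (0.341 to 1.55%), at 5.88 CPM (2.94 to 10.5), or 3.61 CPM without library 6, and a median of 1524 UMIs. Xist was seen in 11.1% of cells of cluster 32 and 22.4% of cells of cluster 7. The glycogen trophoblast-like clusters also differed. Cluster 25, with a median of 11651 UMIs, had 61.5 CPM of Y-linked transcripts (54.2 to 69.4), and cluster 6, with a median of 832 UMIs, had 15.5 CPM (9.92 to 23.0). Their median mitochondrial shares were 2.42 and 15.9%, and mt-Nd3, mt-Nd2 and mt-Atp8 are among the leading genes of cluster 6. Cluster 31, 52 endothelial-like cells led by the lymphatic genes Prox1, Flt4 and Lyve1, had no Y-linked UMI and an Xist UMI in 86.5% of cells (74.2 to 94.4%), and its cells came from libraries 1 and 2.

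The number of cells analysed was 21980. That is lower than the value quoted from the study above.

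The numbered libraries fell into separate groups by several measures. Uterine epithelium-like cells made up 22.7, 27.3, 1.02, 0.366, 0.831 and 0.465% of libraries 1 to 6. Y-linked genes were at 3.89, 0.749, 36.9, 24.7, 31.4 and 30.8 CPM, and Xist (chromosome X, 103460366 to 103483254) at 738, 627, 346, 494, 404 and 333 CPM. Cluster 1, which remained unnamed, made up 5.14, 19.3, 0.162, 0.275, 0.145 and 0.0775%. The uNK-like share was 0.643, 8.54, 0, 0.366, 0.0361 and 0.116%. Nothing here assigns a library to a treatment or layer.

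Uterine epithelium-like cells had no Y-linked UMI. At the Y-linked level of trophoblast-like cells of the same library, 297 UMIs would have been counted (235 to 373), which argues against low depth as the reason. A lack of male fetal cells in the libraries concerned is also argued against, since trophoblast-like cells of libraries 1 and 2 held 98 Y-linked UMIs. A candidate explanation is that these cells are maternal: of the 340 with at least 5000 UMIs, 69.1% had an Xist UMI (63.9 to 74.0%), against 37.5% of 504 trophoblast-like cells (33.3 to 41.9%). The 69.1% was below the 89.5% of B- and T-like cells (78.5 to 96.0%) and the 94.9% of decidual stromal-like cells, and why was not tested. The contrast with trophoblast rests on these deep cells. Over all depths the Xist share was 11.6% in uterine epithelium-like and 12.4% in trophoblast-like cells. Cluster 0, with 1669 of the 3215 uterine epithelium-like cells and a median of 906 UMIs, had an Xist UMI in 4.25% of cells.

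Monocyte-, macrophage- and dendritic-like cells held 107 Y-linked UMIs (87.7 to 129). Free RNA would fall on cells at random, and in 1000 random draws that spread the UMIs of each library over these cells in proportion to depth, they reached a median of 95 cells (lowest 85), with a lowest of 92 when spread evenly and 77 within each cluster, against 56 cells observed, which argues against free RNA as the whole source and held without each library in turn. A second measure from the same draws was less clear: 19 cells held at least 2 of the UMIs. That lay within the draws in proportion to depth (4 to 20) and within each cluster (6 to 20), and above the even draws (0 to 15). The random draws followed other tests that had left free RNA open: 14.0 UMIs (3.60 to 56.8) at the level of B- and T-like cells of the same library, 86.5 (40.9 to 194) at that of cluster 7, and, in the first comparison made, 83.0 (54.4 to 129) at that of all granulocyte-, B- and T-like cells, which included the Y-bearing cluster 32. Doublets with male fetal cells, which would also gather the UMIs in some cells, stay open: the level was 6.04 CPM (4.92 to 7.34) without the top 5% of doublet scores and 5.98 CPM with them, above the upper bound of 4.04 CPM for B- and T-like cells, but scrublet had marked too few cells for its scores to be relied on. No conclusion on the origin of these cells was drawn, and their level per library was 1.08, 0, 16.4, 12.9, 29.6 and 11.3 CPM, with cluster 12 at 93.4 CPM (48.3 to 163) in 9 cells of library 5.

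The embryonic globins Hba-x (chromosome 11, 32276400 to 32278116) and Hbb-y (chromosome 7, 103851749 to 103853216) differed between libraries, with 10, 1021, 10, 144, 30 and 589 UMIs in libraries 1 to 6. Per 1e6 adult globin UMIs they were at 2.75, 767, 4.21, 132, 12.2 and 148, a ratio of 279 between highest and lowest, which argues against the total amount of red-cell RNA. Adult globin counts do not separate maternal from fetal red cells, so the amount of fetal red-cell RNA stays open. The 10 cells with most Hba-x and Hbb-y UMIs held 57.4% of these UMIs. A few cells may thus be the main source, although only 1 of the 10 was erythroid-like. Without these cells the libraries were at 2.75, 143, 4.21, 132, 12.2 and 96.9 and the ratio was 51.9, so a few cells do not account for the difference that was left. No biological explanation was tested, since the libraries are not paired with a treatment or layer.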
